A study of Homo sapiens with 17 samples. Its data were reported in "SMARCA4 regulates the NK-mediated killing of senescent cells" (2025).

How the data were processed

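Gene and repeat expression was measured by poly(A)-selected, strand-specific, paired-end RNA sequencing in 17 libraries of IMR90 ER:RAS cells. These are human lung fibroblasts that carry an activated RAS fused to an oestrogen receptor domain, so that 4-hydroxytamoxifen (4OHT) turns the oncogene on and drives the cells into senescence. The cells received a non-targeting siRNA (siNT) or an siRNA against SMARCA4 (siSMARCA4) a day ahead of 4OHT or its control, DMSO. SMARCA4 encodes an ATPase of the SWI/SNF chromatin remodelling complex. Libraries were grouped by the labels alone into DMSO siNT (n = 5), 4OHT siNT (n = 6) and 4OHT siSMARCA4 (n = 6). No library combined DMSO with siSMARCA4.

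The authors deposited 1 table of expected counts per library, which holds estimated read-pair counts per gene and per repeat locus, written as whole numbers and not normalised. Before depositing them, the authors trimmed reads with Cutadapt 4.7 and aligned them to GRCh38 with HISAT2, keeping up to 100 alignments per pair. They counted with TElocal in its reverse-stranded multi-mapping mode, which shares a pair among its positions by maximum likelihood. Genes came from Ensembl release 100, and repeats from RepeatMasker 4.1.5 with HMMER 3.3.2 and Dfam 3.7. Each table held 62754 genes and 4748242 repeat loci of 1261 subfamilies. Library totals, summed from the tables, were 53.0 ± 6.41 M counts (M, 1e6; SD, n = 17) and ranged from 39.1 to 68.98 M. Repeat coordinates in the tables were on GRCh38 and counted from 1: the first bases of 230 of 3000 sampled full-length AluY loci began at the stated start, and 0 began 1 or 2 bases to either side.

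From these counts, locus counts were summed per subfamily. A first table joined genes with subfamilies and a second joined genes with repeat loci that had 10 or more counts over all libraries. In each, rows were kept by edgeR's filterByExpr on the 3 groups (minimum count 10, minimum total count 15), which left 19473 genes, 1026 subfamilies and 13026 repeat loci, of which 137 were satellite loci. Library sizes were scaled by TMM factors between 0.949 and 1.08. A quasi-likelihood model with 1 term per group was fitted over all 17 libraries (edgeR 4.0.16, R 4.3.3), and each contrast was tested with Benjamini-Hochberg adjustment over genes, subfamilies, repeat loci or satellite loci taken separately. A call is an adjusted p under 0.05, and for satellite loci also a fold change above 1.5. CPM are counts per 1e6 counts of a library; those given beside a model's fold change were scaled by TMM, and those of classes and shares were of the library's own total. Errors are SD between libraries unless SE is written. The contrasts were siSMARCA4 against siNT within 4OHT and 4OHT against DMSO within siNT. Symbols were matched for 16406 of the genes tested. Gene positions and the place of each repeat (exon, intron or outside genes) came from GENCODE 44 on the same build, which is a later gene annotation than the one the authors counted with. Distances used bedtools 2.31.1.

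Repeat subfamily sets and gene lists were tested with limma 3.58.1 (camera with a preset correlation of 0.01, camera with an estimated correlation, and fry) on log2 CPM with a prior count of 2. The gene lists were secreted factors of the senescence-associated secretory phenotype (SASP), nucleic acid sensing, interferon response, SWI/SNF subunits, ligands of natural killer cell receptors, cyclin-dependent kinase inhibitors and proliferation. Shares of counts were compared by exact 2-sided permutation tests of the difference in means over all splits of the libraries, with Benjamini-Hochberg adjustment over the 22 class tests. Separation of libraries was tested by exact permutation of a pseudo-F on Euclidean distances of log2 CPM over repeat loci. Correlations over 10 or more libraries used 100000 permutations and those over 6 used all pairings. Correlations across genes or subfamilies were set beside 20 simulations of unchanged groups that shared the same control libraries, since a shared control alone produces a correlation. These simulations drew each gene or subfamily independently, so their SD understates the spread of a correlation in real libraries. For counts of calls, up to 100 splits of the same libraries were refitted. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the remainder.

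The groups, tests, contrasts, gene lists and the rule for naming items were set before the data were examined, as were the alternatives described in the closing section except where it says otherwise. The rule named, for each contrast, the 5 genes and 5 subfamilies with the largest rise and the 5 with the largest fall among those called whose libraries did not overlap between groups, the 3 satellite loci in each direction by the same criteria, MER92-int, each satellite subfamily called, SMARCA4 and the listed genes. It left 4 subfamilies falling with siSMARCA4 and 2 satellite loci rising in each contrast, because no more met it.

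The alternatives tried were RLE size factors, DESeq2 1.42.0 in place of edgeR, no filter, only the 2 groups compared, a block for the replicate label, and V or VM, the letters of the replicate tag, as a covariate. Further ones used the VM libraries only, each siRNA number only, and all libraries but 1. For repeats there were also TMM factors from genes alone or from repeats alone, adjustment over genes and subfamilies together or over all repeat loci, no fold change threshold, subfamilies without the locus with the most counts, shares relative to all repeat counts or without the 100 loci with the most counts, and distances over the 500 loci with the largest variance. A covariate for counts far from genes, a covariate for counts on the opposite strand, and subfamilies summed over introns or outside genes only were added after the data had been seen.

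The fits were tested on simulated counts drawn from the real means and library sizes, with 200 rows changed by known amounts. In the table of 20499 genes and subfamilies, 86% of them were recovered for siSMARCA4 against siNT and 84% for 4OHT against DMSO, and 7.58% and 3.78% of the calls were on unchanged rows. In the table of 32499 genes and repeat loci, 67.5% and 70.5% were recovered, and 2.10% and 7.05% of the calls were on unchanged rows. A count of 0 was taken to allow up to 3 counts over a group, which is 0.0113 CPM for the DMSO siNT group and 0.00968 CPM for the 4OHT siNT group. Ratios with 1 to 3 counts in a group have 95% exact (Clopper-Pearson) intervals. Reads carried no molecular identifiers, so intervals and floors cover counting error only. No library was left out. The same replicate tag in different groups did not clearly pair libraries, with tags matched whatever the siRNA number. The 6 pairs of 4OHT siNT and siSMARCA4 libraries with the same tag had correlations of gene residuals between -0.10 and 0.30. The 30 pairs with other tags had them between -0.28 and 0.31. With DMSO, 10 pairs of the same tag had a median of 0.16 (-0.45 to 0.53) and 50 others -0.02 (-0.53 to 0.61). So few pairs do not exclude pairing, and a block for the replicate label was among the alternatives. Read counts of a near-identical copy, such as CES1P1 and its parent gene or the loci of a satellite array, could be divided differently by another counting method. Counts on overlapping genes on opposite strands depend on the strandedness of the libraries, which is measured in the report.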

Results

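The data comprised counts on genes and on individual repeat loci from 17 libraries of IMR90 ER:RAS fibroblasts. Library totals were 53.0 ± 4.99 M counts (M, 1e6; SD, n = 5) for DMSO siNT, 51.6 ± 7.30 M (n = 6) for 4OHT siNT and 54.5 ± 7.31 M (n = 6) for 4OHT siSMARCA4, and single libraries ranged from 39.1 to 68.98 M. Between 26312 and 29253 genes had counts in a library. The 100 genes with the most counts took 22.3% to 26.6% of a library. Repeat loci took 1.35% to 1.93%. Each label also carried an siRNA number, 2 or 4, and a replicate tag that ended in V or VM, whose meaning the labels do not give. All 6 of the 4OHT siNT libraries were VM, whereas 3 of 6 siSMARCA4 and 3 of 5 DMSO libraries were. The knockdown was not made in DMSO, so its effect outside senescence was not measured.

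The level of SMARCA4 (ENSG00000127616; GRCh38 19:10960932-11079426) was examined first as a check of the labels. It was 268 ± 13.2 CPM (SD, n = 6) in 4OHT siNT, 88.1 ± 22.8 CPM (n = 6) in 4OHT siSMARCA4 and 198 ± 19.2 CPM (n = 5) in DMSO siNT. The knockdown left 32.8% of the transcript, a log2 fold change of -1.61 (SE 0.13, edgeR adjusted p 5.14e-07), and every siSMARCA4 library lay below every siNT library. Number 2 siRNAs gave -1.68 and number 4 siRNAs gave -1.53. With siNT, 4OHT raised the transcript by a log2 fold change of 0.44 (SE 0.13, edgeR adjusted p 0.00851), again without overlap between libraries. Over 23 alternatives the knockdown ranged from -1.88 to -1.54.

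**Figure D1:**
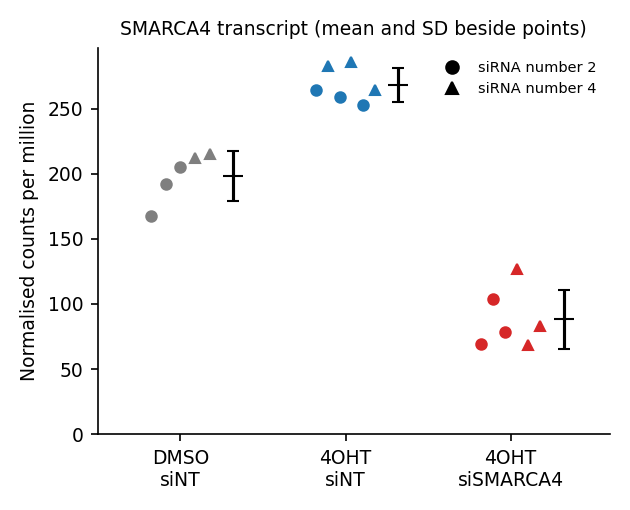
SMARCA4 CPM scaled by TMM (y axis) in each library by group (x axis), with circles for siRNA number 2, triangles for number 4, and the mean and SD beside the points. The 6 siSMARCA4 libraries lie between 68.4 and 127 and every siNT library lies above them.

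The comparison of siSMARCA4 with siNT in 4OHT asked what loss of SMARCA4 changed in senescent cells. Of 19473 genes tested, edgeR called 4703, of which 2018 were higher and 2685 lower. The alternative that moved this count most used the siRNA number 4 libraries alone, 3 in each group, and gave 1198. Among genes without overlap between groups, the 5 largest rises were 2.56 to 2.89 on the log2 scale, in SLC17A7, PTPRH, PLSCR4, MMP12 and AZU1. MMP12 (ENSG00000262406; 11:102862736-102874982) rose from 3.12 ± 0.825 to 19.7 ± 4.71 CPM (SD, n = 6 each; log2 fold change 2.66, SE 0.26, edgeR adjusted p 3.89e-06) and was at 0.166 ± 0.153 CPM in DMSO. SLC17A7 and AZU1 stayed under 1.5 CPM in all 3 group means. The 5 largest falls were -5.50 to -3.79, in SCN4B, MRGPRX4, CCK, MEGF10 and VGF. VGF (ENSG00000128564; 7:101162509-101165569) fell from 83.4 ± 31.2 to 6.05 ± 1.59 CPM (log2 fold change -3.79, SE 0.24, edgeR adjusted p 5.46e-08), near the 8.49 ± 1.43 CPM of DMSO. SCN4B varied as much as its mean in 4OHT siNT, at 3.44 ± 3.28 CPM, and 1 of 5 DMSO libraries lay apart from the others.

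Gene lists fixed in advance were tested in the same contrast, since the study concerns the secretory response and innate sensing. Of 20 SASP genes tested, 12 were called over all genes, each of them higher, and 14 were called when adjusted over the list alone. Their median log2 fold change was 0.84, and camera placed the list above other genes (adjusted p 5.89e-06). MMP10 rose from 19.4 ± 7.40 to 91.4 ± 21.0 CPM (SD, n = 6 each; log2 fold change 2.23, SE 0.23, edgeR adjusted p 6.36e-06), IL6 from 52.1 ± 14.6 to 137 ± 44.01 CPM (1.40, SE 0.23, edgeR adjusted p 0.000372) and CXCL8 from 1547 ± 357 to 3301 ± 841 CPM (1.09, SE 0.18, edgeR adjusted p 0.000388). IL1B did not change beyond the spread between libraries (0.17, SE 0.29, edgeR adjusted p 0.723). All 3 cyclin-dependent kinase inhibitors were called lower, with a median of -0.66 (camera adjusted p 0.00249; 3 adjusted over the list alone), led by CDKN2B at -0.66 (SE 0.09, edgeR adjusted p 6.36e-05). Proliferation genes had a median of 0.25 (camera adjusted p 0.0373), with 5 of 15 called higher and 1 lower, and 6 adjusted over the list alone. Sensing genes had a median of 0.03 (camera adjusted p 0.611), with 3 of 12 called higher, 2 lower and 5 adjusted over the list alone. CGAS rose by 1.02 on the log2 scale (SE 0.13, edgeR adjusted p 4.80e-05, no overlap between libraries) while STING1 fell by 0.84 (SE 0.27, edgeR adjusted p 0.0298, libraries overlapping). The median was -0.26 for 18 interferon response genes (camera adjusted p 0.176; 0 called higher, 2 lower, 2 adjusted over the list alone). It was -0.17 for 11 natural killer ligands (camera adjusted p 0.175; 1 called, lower, and 1 adjusted over the list alone). For 27 SWI/SNF subunits it was -0.06 (camera adjusted p 0.176; 1 higher, 6 lower, 10 adjusted over the list alone). That list holds SMARCA4 itself, so that 1 of its lower genes is the target of the siRNA. The called natural killer ligand was NECTIN2 (-0.30, SE 0.07, edgeR adjusted p 0.00404). IFNB1, OAS1, OAS2, RSAD2, RAET1L, CCL5, CCL8, ZBP1, AIM2 and ACTL6B had too few counts to be tested.

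The comparison of 4OHT with DMSO in siNT cells described senescence itself. It gave 10601 called genes, 5256 higher and 5345 lower, and the alternative that moved the count most used the siRNA number 4 libraries alone (8555). The 5 largest fitted rises were in CSF3, CCL20, IL1B and TNFSF15, at 10.03 to 10.48 on the log2 scale, and in CES1P1, whose fitted value and place rest on a group without counts. IL1B (ENSG00000125538; 2:112829751-112836816) rose from 0.776 ± 0.377 CPM (SD, n = 5) to 887 ± 204 CPM (SD, n = 6; log2 fold change 10.14, SE 0.48, edgeR adjusted p 3.82e-12). CCL20 had 3 counts over the DMSO group, and the ratio of 4OHT to DMSO was 1624 (95% exact interval 556 to 7879). CES1P1, a pseudogene, had no counts in DMSO and was at least 255-fold higher in 4OHT, against a floor of 3 counts over the group. The 5 largest fitted falls were in HTR2B, PTGIS, PLAAT4, TOX and SLC7A14. PTGIS and PLAAT4, whose places are likewise not set by the data, had no counts in 4OHT siNT and were at least 63.5-fold and at least 45.6-fold higher in DMSO against the same floor. HTR2B had 2 counts in 4OHT siNT, a ratio of DMSO to 4OHT of 371 (95% exact interval 102 to 3072). TOX fell from 7.85 ± 4.07 to 0.0518 ± 0.0471 CPM (-7.30, SE 0.46, edgeR adjusted p 1.95e-10). By camera, SASP genes were higher (median 7.54, adjusted p 6.95e-16, 19 of 20 called and 19 adjusted over the list alone), kinase inhibitors were higher (1.23, adjusted p 0.00141, 3 of 3 called by both adjustments) and proliferation genes were lower (-4.07, adjusted p 1.97e-13, 15 of 15 called by both). Interferon response genes had a median of -0.13 (camera adjusted p 0.175) with 1 called higher and 8 lower, natural killer ligands 0.42 (0.213) with 5 higher and 2 lower, sensing genes -0.21 (0.383) with 3 higher and 3 lower, and SWI/SNF subunits -0.18 (0.383) with 7 higher and 12 lower. Adjusted over the list alone, 9, 7, 6 and 19 of these 4 lists were called. With an estimated correlation, the calls that held were the SASP (adjusted p 0.0417), proliferation (0.0417) and kinase inhibitor (0.0492) lists in this contrast, and no list for siSMARCA4 against siNT. Under fry the SASP and kinase inhibitor lists held in both contrasts and the proliferation list in 4OHT against DMSO, but not for siSMARCA4 (adjusted p 0.0587). Fry alone also called the natural killer ligands (adjusted p 0.0154) and SWI/SNF subunits (0.00487) lower for siSMARCA4, the last in part set by the siRNA, as SMARCA4 is in the list. In 4OHT against DMSO it alone called the interferon response (0.00183), sensing (0.000234) and SWI/SNF (0.00302) lists lower and the natural killer ligands (0.00183) higher.

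The study asked whether loss of SMARCA4 releases repeat expression. Of 1026 repeat subfamilies, edgeR called 209 between siSMARCA4 and siNT in 4OHT, 199 higher and 10 lower, and the median over all subfamilies was 0.25 on the log2 scale. The alternative that moved this count most was a covariate for counts far from genes, added after the data had been seen. It left 2, L1MA7 and MER92-int, both higher, with 141 at an unadjusted p under 0.05. TMM factors taken from repeats alone, which centre the repeats, moved the median from 0.25 to -0.02 and left 6 higher and 15 lower. The siRNA number 2 libraries alone gave 12 and the number 4 libraries alone 66, V or VM as a covariate gave 59, and a block for the replicate label gave 69. Without 1 library the count ran from 127, without siNT 4-2VM, to 271, without siSMARCA4 4-2VM. Calls were higher for 76 of 161 LINE, 28 of 58 SINE, 42 of 269 DNA and 45 of 478 LTR subfamilies. Sets of subfamilies placed higher than other repeats by camera were the older L1M elements (median 0.50, 59 of 87 called, adjusted p 2.62e-11) and Alu (0.38, 28 of 50 called, adjusted p 5.10e-05), and the medians of both stayed positive under all 22 alternatives, TMM from repeats included. Younger L1HS and L1PA subfamilies (0.24, 4 of 18 called) and SVA (0.24, 1 of 6) were not set apart by camera (adjusted p 0.432 and 0.563). Internal regions of HERV elements and satellite subfamilies had medians of 0.02 and 0.09 and means of 0.05 and 0.23, yet camera placed both below other repeats (adjusted p 0.000805 and 0.00104), since the other repeats rose more. These 2 medians turned negative under TMM from repeats (-0.25 and -0.17), without siNT 2-2VM (-0.04 and -0.11) and with a block for the replicate label. The HERV median also did so with VM libraries only, and the satellite median without siSMARCA4 2-3V or 2-3VM. None of the set calls held with an estimated correlation. Under fry, which tests for change from 0, L1M, Alu, L1PB with other L1P, MER92 and SVA were higher, and HERV internal and satellite sets were not called.

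The largest subfamily rises without overlap between groups were X20_LINE (1.499), MER92-int (1.31), L1M3de (1.26), MER66A (1.25) and Helitron1Na_Mam (1.19). L1M3de went from 0.407 ± 0.102 to 0.967 ± 0.127 CPM (SD, n = 6 each; SE 0.24, edgeR adjusted p 0.00452). A single locus in an intron of TBC1D19 held 81.5% of X20_LINE counts, and a locus outside genes held 57.5% of Helitron1Na_Mam counts. The falls were L2-2_Mam (-2.84), a satellite model named COMP-subunit_LSAU-BSAT_rnd-6_family-5403 (-2.06), LSAU (-1.10) and HERVL18-int (-0.998). In L2-2_Mam 94.0% of counts lay on a locus in an exon of COL1A2, and in HERVL18-int 91.8% lay on a locus at 1:117815666-117821683. HERVL18-int as a whole fell from 17.3 ± 1.93 to 8.67 ± 3.51 CPM (SD, n = 6 each; SE 0.22, edgeR adjusted p 0.00700).

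Repeat loci took 1.73 ± 0.113% of counts with siSMARCA4 and 1.45 ± 0.060% with siNT in 4OHT (SD, n = 6 each; difference 0.287 percentage points, exact permutation p 0.00649). The share was 1.55 ± 0.228% in DMSO (n = 5; against 4OHT siNT, exact permutation p 0.340). Within VM libraries the difference was 0.218 points (3 against 6, exact permutation p 0.0357). Within siRNA number 2 it was 0.322 points (exact permutation p 0.1) and within number 4 it was 0.253 points (exact permutation p 0.2), where 3 against 3 cannot go below 0.1. Of the rise, 72.6% fell on loci in introns, 18.9% on loci outside genes and 8.50% on loci in exons. Alu counts were 5633 ± 539 CPM with siSMARCA4 and 4239 ± 232 CPM with siNT, and L1 counts were 5455 ± 279 and 4580 ± 230 CPM (SD, n = 6 each; exact permutation adjusted p 0.0238 for both). Every siSMARCA4 library lay above every 4OHT siNT library in both classes, though not above every DMSO library. Repeat loci in the count tables carry no strand, so whether those in introns were counted in the sense of their gene or against it could not be told. Relative to all repeat counts the L1 difference vanished and reversed in sign, at -0.01 on the log2 scale, so that L1 rose along with other repeats. The remaining class test called was L1 in 4OHT against DMSO, lower in 4OHT (4580 against 5791 ± 891 CPM, exact permutation adjusted p 0.0476), and it stayed under 0.05 with only 1 of 11 libraries left out, DMSO siNT 2-2VM (0.0349), and was as high as 0.131 without 4OHT siNT 2-3VM. Within VM libraries 0 of 22 class tests were called by the exact permutation test, with 6 at an unadjusted p under 0.05, and no other tool was run. Since 3 against 6 cannot go below an exact permutation p of 0.0119, a call there needs at least 6 tests at that value, and the lack of calls says little.

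**Figure D2:**
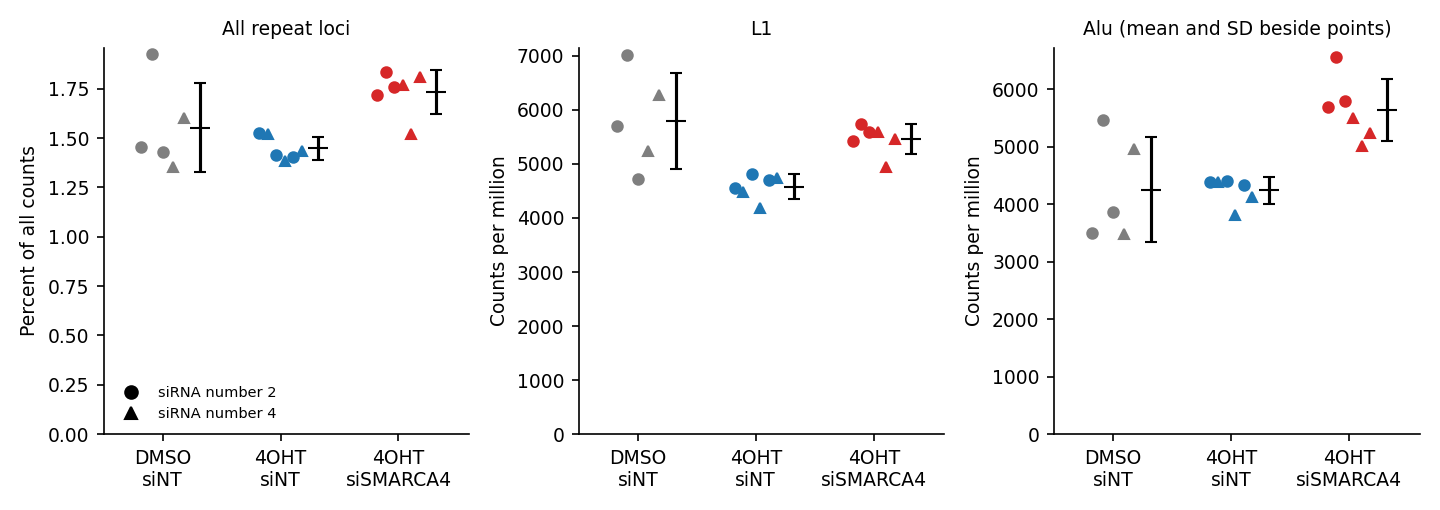
Share of all counts on repeat loci in percent, and L1 and Alu CPM (y axes), in each library by group (x axis), with circles for siRNA number 2, triangles for number 4, and the mean and SD beside the points. Alu and L1 lie higher in each of the 6 siSMARCA4 libraries than in any of the 6 4OHT siNT libraries, while DMSO libraries spread more widely.

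Satellite loci were compared because the study reported on them at the level of single loci. Of 137 tested, 67 were called between siSMARCA4 and siNT, 59 higher and 8 lower. Alpha satellite (ALR/Alpha) gave 34 of its 48 loci higher and HSATII gave 20 of its 24. Summed over loci, ALR/Alpha went from 12.1 ± 6.19 to 50.5 ± 36.3 CPM (SD, n = 6 each; log2 fold change 2.06, SE 0.52, edgeR adjusted p 0.0126), HSATII from 4.55 ± 2.38 to 19.7 ± 14.7 CPM (2.12, SE 0.54, edgeR adjusted p 0.0126) and DMSO stood between, at 23.0 ± 17.8 and 9.15 ± 6.68 CPM (n = 5). SAR (2.33), (GAATG)n (1.91) and (CATTC)n (1.65) were also called higher (edgeR adjusted p 0.0118, 0.0227 and 0.0467). Libraries overlapped between groups in all 5. With 1 library left out, ALR/Alpha, HSATII and SAR kept their calls in 12 of 12 fits. (GAATG)n kept its call in 10 (edgeR adjusted p up to 0.0593) and (CATTC)n in 4 (up to 0.144). The largest rise of a locus without overlap was in HSATII at 1:143249655-143252701, from 10 to 179 counts over the group (log2 fold change 4.00, SE 0.72, edgeR adjusted p 0.00289). The estimated rise was larger with siRNA number 2 than with number 4. Number 2 against siNT gave 80 called loci, and number 4 gave 0 by edgeR, with 17 at an unadjusted p under 0.05 and no other tool run. ALR/Alpha rose by 2.70 (SE 0.50, edgeR adjusted p 0.00905) with number 2 and by 0.90 (SE 0.51, edgeR adjusted p 0.278) with number 4. The difference between the numbers was not past the threshold for any satellite locus (0 called by edgeR, 52 at an unadjusted p under 0.05, no other tool run). Without siSMARCA4 2-3VM 23 satellite loci were called.

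Counts on satellites followed counts on sparse repeats far from genes. The latter were taken over 40847 repeat loci that were not satellites, lay more than 50000 bp from any gene and had at most 20 counts in all libraries, and they came to 113 ± 48.1 CPM with siSMARCA4, 55.1 ± 10.97 CPM with siNT in 4OHT (SD, n = 6 each; exact permutation p 0.00216) and 75.1 ± 36.0 CPM in DMSO (n = 5). Over the 11 siNT libraries the log2 values of the satellite and the sparse counts had Pearson's r 0.94 (permutation p 5e-05) and Spearman's rho 0.85 (permutation p 0.00156), and r was 0.83 without the 2 libraries farthest from the median. Within 4OHT siNT r was 0.96 (n = 6, exact permutation p 0.00278; rho 0.94, exact permutation p 0.0167). Within siSMARCA4 it was 0.94 (n = 6, exact permutation p 0.0139; rho 0.77, exact permutation p 0.103). With the sparse counts as a covariate, edgeR called 0 satellite loci, with 14 at an unadjusted p under 0.05 and no other tool run. All 6 siSMARCA4 libraries lay above every 4OHT siNT library in the sparse counts. The covariate therefore also removes change that goes with the knockdown, and the loss of calls does not tell the causes apart.

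**Figure D3:**
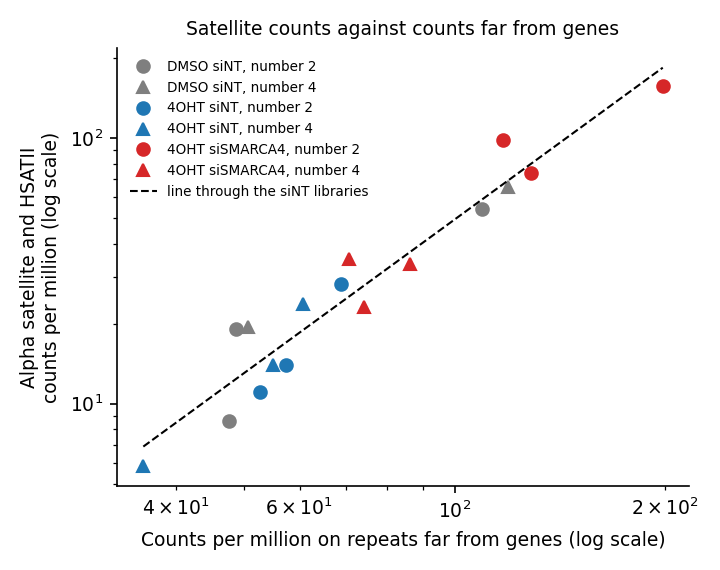
CPM on alpha satellite and HSATII (y axis, log scale) against CPM on sparse repeats far from genes (x axis, log scale), 1 point per library, with colours for groups, shapes for siRNA numbers and a line fitted through the 11 siNT libraries of DMSO and 4OHT. The siSMARCA4 libraries lie along the line, a mean of 0.04 log2 units above it, with 2 of 6 above and the others below. All 6 exceed every 4OHT siNT library on the x axis. On the y axis they start at 23.1, below the highest 4OHT siNT library (28.2), and DMSO libraries reach 65.6.

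In 4OHT against DMSO, edgeR called 173 subfamilies, 104 higher and 69 lower, and 3574 of 13026 repeat loci, 2361 higher and 1213 lower. For siSMARCA4 against siNT it called 801 loci, 567 higher and 234 lower, and between 329, without siNT 2-1VM, and 912 with 1 library left out. TMM from repeats, which centres the loci, moved their median from 0.14 to -0.05 and gave 291 higher and 382 lower. The siRNA number 2 libraries alone gave 56 higher and 68 lower at a median of 0.20, and the covariate for counts far from genes left 7 higher and 8 lower at a median of 0.11. The subfamily count in 4OHT against DMSO moved most, to 70, when the locus with the most counts was left out of each subfamily. The rises were MER41B (3.48), HERVH-int (3.15), MER97d (3.11), MER53 (2.86) and MER54B (2.16), and the falls LTR1D (-2.98), MER4-int (-2.86), BC200 (-2.26), LTR47B3 (-2.08) and LTR1B1 (-1.84). MER41B went from 3.34 ± 0.478 CPM (SD, n = 5) to 37.3 ± 1.10 CPM (SD, n = 6; SE 0.13, edgeR adjusted p 2.50e-13). In 8 of these 10 a single locus held between 42.4% and 90.8% of the counts. Without that locus MER97d (-0.55), LTR1D (0.13) and LTR1B1 (0.15) changed sign and MER54B was no longer called, while the other 6 kept direction and call, MER41B at 0.77 and MER4-int at -1.19. The main MER53 locus lay in an exon of CXCL8, and the main loci of MER4-int and LTR1D adjoined each other at 17:41110126-41114883. By camera the MER92 set (median 1.78, adjusted p 0.00627) and HERV internal regions (0.34, adjusted p 0.00678) were higher and L1M was lower (-0.16, adjusted p 8.73e-05); MER92 and HERV internal regions held under fry, none with an estimated correlation. The MER92 set holds 2 subfamilies and lost its call without the locus with the most counts of each (median 0.29, camera adjusted p 0.718, the highest over 22 alternatives, the lowest being 0.00314). The SVA set, at a median of 0.13, was called higher by fry alone (adjusted p 0.00206). Satellite subfamilies had a median of 0.04 and a mean of -0.15, and camera did not call them (adjusted p 0.540). Of satellite loci, 3 were called higher and 3 lower, and between 4 and 10 were called with 1 library left out. The median over all 137 was -0.71, and with the covariate for opposite-strand counts 5 were higher and 13 lower. Among the subfamilies, SST1 (1.01, edgeR adjusted p 0.000400) and TAR1 (0.62, 0.0344) were higher and HSAT5v2 (-1.66, 0.000305) and GSAT (-0.80, 0.0357) lower. With 1 library left out, SST1 and HSAT5v2 kept their calls in 11 of 11 fits, TAR1 in 5 (adjusted p up to 0.109) and GSAT in 4 (up to 0.113).

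MER92-int was called in both contrasts. It was at 0.490 ± 0.070 CPM in DMSO siNT (SD, n = 5), 1.80 ± 0.335 CPM in 4OHT siNT and 4.46 ± 0.875 CPM in 4OHT siSMARCA4 (SD, n = 6 each), with log2 fold changes of 1.87 for 4OHT (SE 0.18, edgeR adjusted p 4.75e-07) and 1.31 for siSMARCA4 (SE 0.15, edgeR adjusted p 8.61e-05). The 40 bp locus at 7:115301171-115301210 held 72.5% of the counts. It lay outside annotated genes, 69816 bp from LINC01392. It had 0 counts in the 5 DMSO libraries, 360 in 4OHT siNT, which is at least 103-fold higher against a floor of 3 counts over the group, and 1189 with siSMARCA4 (log2 fold change 1.60, edgeR adjusted p 0.000653). The sum of the other MER92-int loci was called in neither contrast, with log2 fold changes of 0.30 for 4OHT (edgeR adjusted p 0.704) and 0.47 for siSMARCA4 (edgeR adjusted p 0.269). MER92B, the other subfamily of its set, rose with 4OHT (1.68, SE 0.43, edgeR adjusted p 0.00924), with 71.3% of its counts on a locus in an exon of ADAM19, and was not called for siSMARCA4 (-0.52, edgeR adjusted p 0.358).

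**Figure D4:**
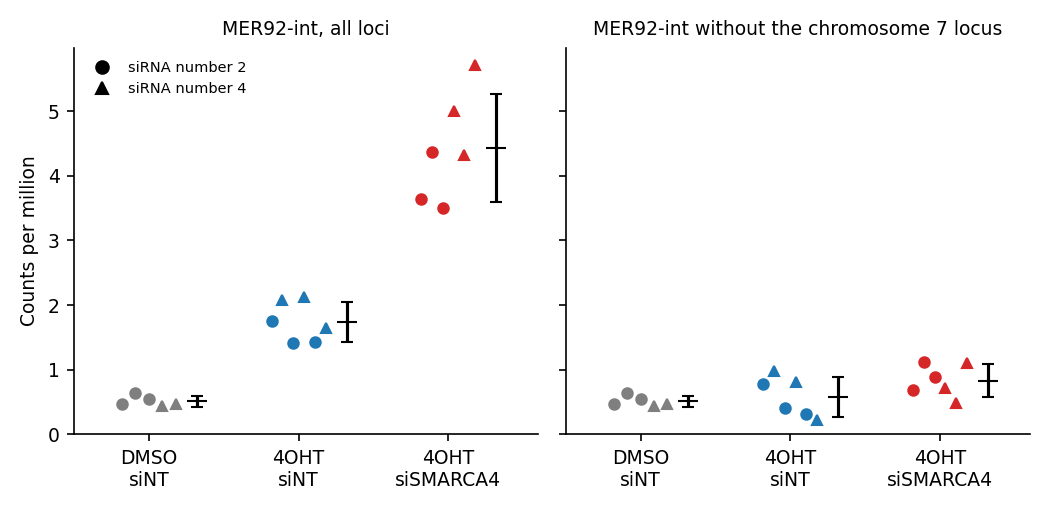
CPM on MER92-int over all loci (left) and without the locus on chromosome 7 (right) on the y axis, in each library by group on the x axis, with circles for siRNA number 2, triangles for number 4, and the mean and SD beside the points. The group means on the left are 0.513, 1.74 and 4.43, and those on the right are 0.513, 0.581 and 0.830.

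Libraries of different groups were separated by repeat locus expression in all 3 pairings. The pseudo-F was 2.67 for siSMARCA4 against siNT in 4OHT (6 against 6, exact permutation p 0.00433), 6.03 for 4OHT against DMSO with siNT (6 against 5, exact permutation p 0.00216) and 7.53 for siSMARCA4 in 4OHT against DMSO siNT (6 against 5, exact permutation p 0.00216). The first 3 principal components held 33.4%, 17.2% and 11.1% of the variance. Across subfamilies, which are not independent replicates, the 2 contrasts had a Pearson's r of -0.29, and unchanged groups that share the 4OHT siNT libraries gave -0.48 ± 0.03 (SD, 20 simulations). The simulated subfamilies were drawn independently, so this SD leaves out variation that real subfamilies share. Of 36 subfamilies called in both, 6 were higher in both, 1 was lower in both and 29 moved in opposite directions. Without the locus with the most counts of each subfamily, r was -0.43 (simulated -0.49 ± 0.04) and 14 were called in both.

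The siRNA numbers were compared with each other to separate effects of the target from those of 1 reagent. For siNT the labels do not say whether the number marks another reagent or only another set of transfections. Against all 6 siNT libraries, number 2 gave 4423 called genes and 138 subfamilies, and number 4 gave 2123 and 33 (edgeR, 3 libraries each). Across genes their log2 fold changes had an r of 0.76, against 0.33 ± 0.01 in simulated unchanged groups with the same shared controls, and 76.3% had the same sign (simulated 60.8%). Across subfamilies r was 0.69 (simulated 0.33 ± 0.05) and 80.0% had the same sign (simulated 60.6%). Of 1597 genes called with both, 1 moved in opposite directions. With siNT split by number, so that no control was shared, r was 0.55 across genes (simulated 0.00 ± 0.01), with 67.4% of the same sign (simulated 49.9%) and 27 of 1349 genes called with both in opposite directions, and r was 0.42 across subfamilies (simulated 0.00 ± 0.06). The simulated rows were drawn independently, so these SD leave out variation that real genes share and are too small. In splits of real libraries within siSMARCA4 and within DMSO, which share no library, r across genes reached 0.37. Between siSMARCA4 numbers 2 and 4, edgeR called 9 genes (2170 at an unadjusted p under 0.05) and 0 subfamilies (29 at an unadjusted p under 0.05, no other tool run). Between siNT numbers 2 and 4 in 4OHT it called 911 genes.

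Libraries of the same group also parted along a shared axis, which held 40.7% of the variance of log2 CPM within groups over 14456 genes. Counts on 213 genes that lie opposite to exons of 197 abundant genes, as a share of counts on those abundant genes, ranged from 0.381% to 2.84% of them. The share did not differ between siSMARCA4 and siNT in 4OHT (1.72 ± 0.395% and 1.57 ± 1.12%, SD, n = 6 each, exact permutation p 0.755) or between 4OHT and DMSO (1.59 ± 0.836%, n = 5, exact permutation p 0.961). Over 17 libraries, after subtraction of group means, it followed the axis with Pearson's r -0.95 and Spearman's rho -0.95 (permutation p 1e-05 each, the smallest that 100000 permutations can give), and r was -0.93 without the 2 libraries farthest from the median. Within 4OHT siNT rho was -1 (n = 6, exact permutation p 0.00278). Within siSMARCA4 rho was -0.60 (n = 6, exact permutation p 0.242). With this share as a covariate, edgeR called 13 genes between the siNT numbers, all 13 among the 911.

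**Figure D5:**
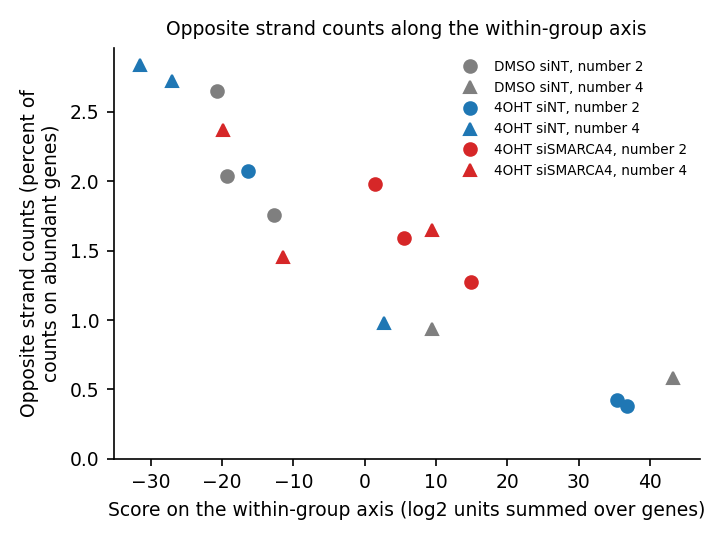
Counts on genes opposite to abundant genes, in percent of counts on those abundant genes (y axis), against the score of each library on the axis of variation within groups (x axis, summed log2 units), with colours for groups and shapes for siRNA numbers. The share falls from 2.84% at the left to 0.381% toward the right.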

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

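Of the tests in this part, those for a mislabelled library, for differences between siNT numbers, for V against VM libraries by splits, and the covariates for opposite-strand counts and for the letters V and VM were chosen only after the result was seen. In 200 groups of 5 or 6 libraries, each looked at in 1 of 68 values, 14 single libraries lay far from the rest of their group. Chance gives about 1 in 20 groups, or 10 here.

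Library 4-2V of siSMARCA4 held 68.98 M counts (M, 1e6), and the other 5 libraries of its group held 49.9 to 54.4 M. Without it the group mean was 51.6 ± 1.89 M (SD, n = 5). All values compared here were CPM or were scaled by library, and library totals did not differ between siSMARCA4 and siNT in 4OHT (exact permutation p 0.539). No biological explanation for the deeper library was tested. Library 4-2VM of 4OHT siNT had 0.673% of its counts on repeats in introns, against 0.762% to 0.802% in the other 5. Without it siSMARCA4 still exceeded siNT in that share by 0.192 percentage points (exact permutation p 0.00649).

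Other single libraries stood out in the level of 1 named gene. In DMSO these were 2-2VM in SCN4B (6.90 CPM) and CCK (1.65 CPM), and 2-1V in TNFSF15 (1.38 CPM) and PLAAT4 (0.904 CPM). In 4OHT siNT 2-1VM held the only 2 counts of HTR2B (0.0380 CPM), and in siSMARCA4 2-3VM held all counts of HTR2B (0.0587 CPM) and 4-2V stood out in MEGF10 (0.116 CPM). Without the library in question the log2 fold change for 4OHT went from 0.52 to 1.31 in SCN4B, from 1.24 to 1.55 in CCK and from 10.03 to 11.22 in TNFSF15. For siSMARCA4, MEGF10 went from -3.87 to -4.95. No fold change is given for PLAAT4 and HTR2B, since a group without counts would set it.

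Single libraries stood out in a repeat subfamily as well. They were DMSO 2-2V in MER66A (0.795 CPM) and MER41B (4.47 CPM), siSMARCA4 4-3V in MER53 (93.8 CPM) and TAR1 (2.65 CPM), and 4OHT siNT 2-2VM in LTR1B1 (0.764 CPM). Without that library MER66A, not called in 4OHT against DMSO, went from -0.21 to 0.27, MER41B from 3.48 to 3.54 and LTR1B1 from -1.84 to -2.03. For siSMARCA4, MER53 went from 0.81 to 0.43, TAR1 from -0.43 to -0.33 and LTR1B1 from 0.17 to 0.35, none of which were called with or without the library. The main MER53 locus lay in an exon of CXCL8, so its counts cannot be separated from that gene's transcript.

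A mislabelled sample was weighed for these libraries. In the levels of SMARCA4, SASP and proliferation genes, 0 of 17 libraries lay nearer to another group than to their own, which argues against a library of another of the 3 groups. The largest distance to the own group was 3.76 and the smallest to another was 5.94, both in siSMARCA4 4-2V. That library also had the most SMARCA4 of its group, at 127 CPM. Its difference from other libraries over all tested genes was taken as a chi-square per degree of freedom. This was 65.8 to 86.2 with 4OHT siNT libraries and 72.2 to 115.7 with its own group. Over all genes 4-2V was therefore not set apart from 4OHT siNT, and the distances above argue against swapped labels only. No biological explanation was tested for single libraries, since the labels give no difference between them other than siRNA number and replicate tag.

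The change from siNT to siSMARCA4 differed between siRNA numbers 2 and 4, each against the siNT libraries of its number, in 207 genes by edgeR (25 more positive with number 2 and 182 more negative). Of 100 splits of the libraries, 12 gave as many genes, so chance cannot be excluded. Between siNT numbers 2 and 4 911 genes were called, and between siSMARCA4 numbers 2 and 4 9 were. Of the 10 splits of 3 against 3, 2 gave as many genes in each of these comparisons, and 10 splits cannot exclude chance. The other split of siNT libraries gave 1022 genes and the other split of siSMARCA4 libraries, which parted V from VM, gave 514. The difference between the knockdowns may therefore come from the siNT libraries. With the share of opposite-strand counts as a covariate 33 genes were called, 32 of them among the 207, and 13 were called between the siNT numbers. That share followed the axis along which libraries of the same group parted, so the covariate removes any difference along it, whatever its cause. How many of the 207 genes lie opposite to abundant genes was not counted. Variation along that axis, with opposite-strand reads as a candidate cause, may account for most of the 207. A different response to the siRNAs stays open.

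The same test called 1 repeat locus, a MER4-int element at 17:41110126-41113921, with a log2 difference of -4.64 (edgeR adjusted p 0.00204). It was at 10.5 ± 3.03 CPM with siNT number 2 and 1.65 ± 0.408 CPM with siNT number 4, and at 0.368 ± 0.0908 and 1.46 ± 0.272 CPM with siSMARCA4 numbers 2 and 4 (SD, n = 3 each). Of 100 splits 16 gave at least 1 locus, so chance cannot be excluded. The larger part of the difference lay between siNT libraries.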

How the results depend on the processing

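The covariates for counts far from genes, for opposite-strand counts and, between siSMARCA4 numbers, for the letters V and VM were chosen only after the data had been seen, as were subfamilies over introns or outside genes alone. All other alternatives were set before.

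SMARCA4 was lower with siSMARCA4 under all 23 alternatives, from -1.88 to -1.54 on the log2 scale. For 98 named items 2398 values were recomputed. Of these 2134 kept direction and side of the threshold, 261 kept direction only and 3 reversed. These 3 were MER97d (-0.55), LTR1D (0.13) and LTR1B1 (0.15) in 4OHT against DMSO without the locus with the most counts, which by construction shows that their change lay in that locus. Under the same setting 9 of the 25 values kept direction only, in MER92-int (both contrasts), MER66A, LSAU, MER54B, MER92B, SST1, TAR1 and HSAT5v2. For 13 called sets and lists, 216 of 221 values with 1 library left out and 53 of 59 others kept direction and call. By camera, the satellite set kept its call for siSMARCA4 under 18 of 22 alternatives (adjusted p 0.000159 to 0.662). With 1 library left out, it lost the call without siSMARCA4 4-3V (adjusted p 0.112). The proliferation list kept its call for siSMARCA4 under 15 of 21 alternatives (camera adjusted p 0.000965 to 0.135). It lost the call without siSMARCA4 2-1VM (adjusted p 0.0926, the highest with 1 library left out). It also did so without siNT 4-2VM, siSMARCA4 2-3VM or siSMARCA4 4-2VM. The MER92 set lost its call in 4OHT against DMSO without the locus with the most counts of each subfamily (camera adjusted p 0.718).

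The count of genes between siSMARCA4 and siNT in 4OHT (4703) fell to 1198 with siRNA number 4 libraries only, 3 in each group. Number 2 libraries only, likewise 3 in each group, gave 4479, so fewer libraries alone do not explain that fall. The count was 1343 with the covariate for counts far from genes. With 1 library left out it ran from 3717 to 5250. In 4OHT against DMSO the count (10601) kept within 1.5 times under all 22 alternatives, and ran from 9979 to 10638 with 1 library left out.

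Counts of subfamilies for siSMARCA4 (209) were 69 with a block for the replicate label, 59 with V or VM as a covariate, 110 with VM libraries only, 12 with siRNA number 2 only, 66 with number 4 only, 2 (L1MA7 and MER92-int) with the covariate for counts far from genes and 21 with TMM factors from repeats alone. The last follows from the scaling, which moved the median of all subfamilies from 0.25 to -0.02. The covariate for counts far from genes overlaps with the groups, since all 6 siSMARCA4 libraries lay above every 4OHT siNT library. It therefore also removes change that goes with the knockdown, here and in the counts of genes, satellite loci and repeat loci. The cause of the other changes was not tested, and some of these settings had fewer libraries. Without siNT 4-2VM the count was 127, the lowest with 1 library left out, and the highest was 271. In 4OHT against DMSO it (173) was 84 with siRNA number 2 only and 70 without the locus with the most counts of each subfamily, and ran from 143 to 186 with 1 library left out.

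The count of satellite loci for siSMARCA4 (67) was 26 with adjustment over all repeat loci. The same adjustment raised the count in 4OHT against DMSO, so more tests alone do not set the direction. For siSMARCA4 the count was 44 of 86 with only the 2 groups compared, where fewer loci were tested. It was 167 of 2907 without a filter, where more were. With siRNA number 4 libraries only edgeR called 0 (20 at an unadjusted p under 0.05), and with the covariate for counts far from genes 0 (14 at an unadjusted p under 0.05), and no other tool was run under these 2 settings. With all libraries DESeq2 called 66. Without siSMARCA4 2-3VM the count was 23, and the highest with 1 library left out was 74. In 4OHT against DMSO the count (6) was 11 with adjustment over all repeat loci, 10 with the block, 16 with siRNA number 4 only, 18 with the covariate for opposite-strand counts, 10 by DESeq2 and 32 without a filter, and the cause was not tested. It ran from 4, without DMSO siNT 4-3VM, to 10, without DMSO siNT 2-2VM.

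Counts of repeat loci for siSMARCA4 (801) were 398 with the block, 124 with siRNA number 2 only, 7 with number 4 only, 15 with the covariate for counts far from genes, 1590 with the covariate for opposite-strand counts and 466 without a filter, where 996593 loci were tested. The cause was not tested, and some of these settings had fewer libraries or more tests. The counts ran from 329, without siNT 2-1VM, to 912 with 1 library left out. In 4OHT against DMSO they (3574) kept within 1.5 times, from 3114 to 3600 with 1 library left out.

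The rise of the repeat share with siSMARCA4 was 0.322 percentage points with siRNA number 2 only (exact permutation p 0.1, the smallest possible) and 0.253 with number 4 only (exact permutation p 0.2), and ran from 0.267 to 0.330 with 1 library left out. The difference between 4OHT and DMSO, not past the threshold, ran from -0.156 to -0.0122. Of 22 class tests, 3 were called with all libraries, 6 without the locus with the most counts of each subfamily, 1 relative to all repeat counts, and 0 with VM libraries only by the exact permutation test (6 at an unadjusted p under 0.05, no other tool run), where 3 against 6 libraries leave little room for a call. They ran from 2, without DMSO siNT 2-1V, to 5, without siSMARCA4 4-2VM. Relative to all repeat counts the L1 change with siSMARCA4 was -0.00945 on the log2 scale, which follows from division by the repeat counts that rose. Separation of siSMARCA4 in 4OHT from DMSO siNT had a pseudo-F of 4.48 with VM libraries only (3 against 3, exact permutation p 0.1, the smallest possible). Repeat subfamily sets ran from 6 to 8 calls and gene lists from 5 to 6 with 1 library left out.

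The correlation of the contrasts across subfamilies went from -0.29 to -0.43 without the locus with the most counts of each subfamily, and 14 were called in both. Between siRNA numbers, siNT split by number took r from 0.69 to 0.42 across subfamilies, with 3 called in both, and from 0.76 to 0.55 across genes, by construction without shared controls. With the covariate for opposite-strand counts the 207 genes whose change differed between siRNAs became 33 and the 911 between siNT numbers became 13. With V or VM as a covariate the 9 genes between siSMARCA4 numbers became 18, and the cause was not tested.

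The effect of depth on the calls was not tested by itself. In simulated data at the depth of these libraries 67.5% and 70.5% of changed rows were recovered among genes and repeat loci, against 86% and 84% among genes and subfamilies.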

Other observations

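Of the tests in this part, the following were chosen only after the result was seen: the ratio of satellite counts to counts far from genes, the line through the siNT libraries, depth, the letters V and VM, the 100 loci with the most counts, the 2 tests of the MER92-int locus, and siRNA number and opposite-strand counts for the axis of variation.

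Chance was weighed for each count of calls by other splits of the same libraries. Of 100 splits for siSMARCA4 against siNT, only the real one gave as many genes (others up to 416), subfamilies (up to 1), repeat loci (up to 3) and satellite loci (up to 65), so the number was 1 in each. For 4OHT against DMSO it was 1 for genes (others up to 8077), subfamilies (up to 61) and repeat loci (up to 1224), and 4 for satellite loci (up to 24). Of 84 splits for siRNA number 2 against siNT, 1 gave as many genes, 1 as many subfamilies and 1 as many satellite loci. For number 4 it was 1 for genes and 2 for subfamilies. Chance can be excluded at 1 in 20 in all of these except satellite loci in 4OHT against DMSO. There the 100 splits were a sample of 462, and 4 of 100 is too near 1 in 20 to settle it.

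Genomic DNA in the libraries is a candidate explanation for the higher counts on alpha satellite and HSATII with siSMARCA4. The excess of siSMARCA4 over siNT, in CPM per gigabase, was 407 far from genes and 444 in introns of genes without expression. The ratio was 1.09 (1.07 to 1.14 with 1 library left out), where DNA predicts a ratio near 1. Both values came only from repeat loci with at most 20 counts, and the introns from genes with at most 50. That selection leaves out strongly transcribed loci, so diffuse transcription could also give a ratio near 1. The ratio therefore does not tell DNA from diffuse transcription. A rise of all counts outside genes in proportion was argued against, since the ratio of satellite to other counts far from genes was 0.566 ± 0.211 with siSMARCA4 and 0.279 ± 0.0998 with siNT (SD, n = 6 each, exact permutation p 0.0152). That ratio also varied among siNT libraries, where satellite counts rose with a slope of 1.92 on log2 scales. The siSMARCA4 libraries lay a mean of 0.0426 log2 units from the line through the 11 siNT libraries, within its residual SD of 0.39, and 2 of 6 lay above it. Library totals (exact permutation p 0.539) argued against depth. Within VM libraries, 3 of 3 siSMARCA4 libraries lay above every 4OHT siNT library in satellite counts, though not above every DMSO library, against the letters V and VM as the whole cause of the difference within 4OHT. A rise in transcription far from genes with the knockdown stays open, since DNA and widespread transcription would both raise these counts, and a control without reverse transcription was not analysed here.

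By the density of sparse loci, the larger share of counts on repeats with siSMARCA4 was only in part of this kind. The density far from genes, taken over the length of all repeats, gave 0.0681 of 0.287 percentage points, or 23.7% of the rise. It came only from loci with at most 20 counts, so it may understate the density of all loci far from genes. The rise stayed without the 100 loci with the most counts (exact permutation p 0.00649) and with VM libraries only (exact permutation p 0.0357). Opposite-strand counts did not differ between the groups (exact permutation p 0.755). Most of the rise lay in introns, and more unspliced RNA of expressed genes was not tested against transcription from the repeats themselves.

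The change of MER92-int may belong to 1 locus, since without it the lower adjusted p of the 2 contrasts was 0.269 by edgeR. The neighbours of that locus were chosen after their values were seen. Within 20 kb, 3 of 3 other tested repeat loci had no counts in DMSO and more counts with siSMARCA4 than with siNT, which is consistent with a transcript outside the annotation that spans the locus. They were MIRb at 7:115301649-115301797 (log2 fold change 1.00 with siSMARCA4, edgeR adjusted p 0.0381) and THE1B at 7:115302699-115304943 (0.49, edgeR adjusted p 0.681) and at 7:115310294-115310645 (0.72, edgeR adjusted p 0.139). Against a floor of 3 counts over the group they were at least 179-fold, at least 21.7-fold and at least 123-fold higher in 4OHT siNT than in DMSO. The first of these alone was called for siSMARCA4.

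Reads counted on the strand opposite to their gene are a candidate explanation for the axis along which libraries of the same group parted. Across libraries the opposite-strand share followed it (Spearman's rho -0.951 of deviations from group means, permutation p 1e-05, the smallest possible). Of the 5% of genes lowest on the axis, 15.5% lay opposite to abundant genes, against 0.844% of all. The other genes lowest on the axis did not meet that criterion, so the share may mark the axis without causing it. GC content (Spearman's rho across genes -0.189) and exon length (-0.266) stayed under the 0.3 set for them. V and VM parted on the axis in 1 of 2 groups that hold both, and siRNA numbers in 1 of 3 groups, which argues against either as the whole cause. No biological explanation was tested.

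Between V and VM libraries of siSMARCA4, 514 genes were called by edgeR, 324 of them higher in V, and 724 with the covariate for opposite-strand counts, of which 512 were shared. Of the 10 splits 1, the real one, gave as many, and 10 splits cannot exclude chance. Between V and VM libraries of DMSO 149 genes were called, 5 of them in both groups. The differences had r 0.223 across genes, and 20 of 200 splits gave as large an r, so whether a difference is shared by the groups cannot be told apart from chance with so few libraries. A batch that goes with the letters could differ between the groups, since every 4OHT siNT library was VM, and only the values with VM libraries alone hold the letters constant.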
